A study of Sus scrofa with 15 samples. Its data were reported in "Mapping molecular landmarks of human skeletal ontogeny and pluripotent stem cell-derived articular chondrocytes" (2018).

How the data were processed

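The values analysed are those the authors deposited for the series, 1 table of 25322 Ensembl pig genes in 15 libraries, in a unit named signal, with 1e-04 as the lowest value. Every library sums to 629194 or 629195, so the signal is a share of a common total. According to the sources, cells of cartilage from adult pigs were sorted on ITGA4 and BMPR1B, and synovial cells negative for CD45 and CD31 were sorted on CD146. Total RNA was extracted with a Qiagen Micro kit, libraries were made with the NuGen Ovation SoLo kit and sequenced with paired ends on an Illumina HiSeq instrument. Reads were aligned with STAR to the Ensembl pig reference and quantified by the expectation maximisation method of Partek. The paper gives standard input parameters for Partek and the Ensembl release of the reference. The versions of STAR and Partek and the normalization are not given in the sources used here, and the study called genes of the pig libraries at a false discovery rate under 5%. The paper names EBSeq for pairwise tests, in a passage on its human and mouse samples, and does not say whether this covers the pig libraries. Its sentence on the pig samples gives the rate also as a posterior probability of differential expression under 0.05, and names no test. Reads, alignments and protein data of the study were not used here.

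Symbols came from the table for 13674 genes and from a reference list of gene identifiers for 2384, and 9264 had none. For genes with a symbol in both, 8722 of 9250 agreed (94.3%). Genes are named by symbol, with the Ensembl identifier where there is no symbol. Of the genes, 1114 were structural RNA, 37 mitochondrially encoded and 24171 messenger or other RNA, here called messenger RNA.

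The test was limma 3.58.1 in R 4.3.3 with a trended prior on log2(signal + 1), for genes with a signal above 1 in at least 3 libraries (7049, of which 6575 were messenger RNA, 93.3%). Comparisons with CD146+ cells used all 15 libraries and those among chondrocytes the 12 chondrocyte libraries. P values were adjusted over all genes tested by the method of Benjamini and Hochberg, with 0.05 as the threshold. The test, the filter, the comparisons, the gene lists and the alternatives were set before the data were examined. The messenger RNA scale, its use with a block and the fit of all 15 libraries with the pig as a term were chosen after seeing the data. For that scale structural and mitochondrial RNA were left out, each library was divided by its median ratio to the geometric mean library over 9600 genes, values were brought to a total of 1e+06, and 9910 genes above 5 in at least 3 libraries were tested in the same way.

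The pig was a term in the paired fits of the chondrocyte populations, which share pigs 2, 5 and 6. The pairing was checked in the values. With messenger RNA scaling and the mean of each population removed, 12 of 12 libraries correlated best with a library of the same pig, with 0.132 to 0.429 between libraries of 1 pig (median 0.321) and a median of -0.166 between pigs. No 2 libraries were identical.

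Named genes were ITGA4, BMPR1B, MCAM, COL2A1, ACAN, COMP, SOX9, GLI1, RUNX2, STAT3, PRG4, TOP2A and UBE2C, the 10 largest rises and 10 largest falls past the threshold with a mean of at least 5 and no overlap between groups, or else the 5 smallest p values in each direction, and up to 4 list members with the smallest p. The 27 lists were for cartilage matrix, superficial zone, hypertrophic zone, osteoblast, skeletal progenitor, fibroblast, pericyte, endothelial, macrophage, lymphocyte, neutrophil, erythroid, adipocyte and skeletal muscle cells, for both cell cycle phases, immediate early, inflammatory and interferon genes, glycolysis, WNT, BMP and TGF-beta signalling, integrins, ribosomal proteins, small nucleolar RNA, histones and mitochondrially encoded genes. Lists with enough genes, 21 in each fit, were tested with camera, once with a preset correlation of 0.01 and once with the correlation estimated, and with fry. The cartilage, superficial, cell cycle, progenitor, WNT, histone, osteoblast, fibroblast, macrophage and integrin lists hold genes that the study named from these samples and are not independent of it. Of the camera calls as deposited, the endothelial list held with an estimated correlation in each of the 4 comparisons with CD146+ cells.

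A self-test used simulated values with the fitted means and spreads of the data and planted differences. In it limma as deposited recovered 4%, 22%, 76% and 90% of genes at log2 changes of 1, 2, 3 and 4 between ITGA4+BMPR1B+ and CD146+ cells. On the messenger RNA scale with the block it recovered 64%, 90%, 86% and 90% for BMPR1B, 36%, 82%, 86% and 96% for ITGA4+BMPR1B- vs ITGA4-BMPR1B+, and 38%, 82%, 94% and 88% for ITGA4+BMPR1B+ vs ITGA4-BMPR1B-, for which it recovered 0%, 26%, 54% and 82% as deposited. Of the calls 2.37% to 4.95% were false. The simulated noise was independent between genes, without shifts shared by the genes of a library, so these rates may not hold for the data.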

Results

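RNA from sorted cells of adult pig knees was sequenced to compare 4 chondrocyte populations of articular cartilage, defined by the surface proteins ITGA4, an integrin subunit, and BMPR1B, a BMP receptor, with CD146+ cells of the synovium that the study sorted as multipotent pericytes. Each population had 3 libraries, 1 per pig. The 4 chondrocyte populations came from the same 3 pigs (2, 5 and 6), and the CD146+ libraries came from pigs 3, 4 and 5, so that 1 pig was in both sets. The 15 libraries had a common total signal of 629194 to 629195 each, and most of it was structural RNA. The 5.8S ribosomal RNA row with the highest mean held 34.5% to 91.7% of a library, and structural RNA of all kinds 43.8% to 96.1%. These are shares of the signal, whose normalization is not given, and need not be shares of reads or of RNA mass. Rows of messenger RNA held 2.12% to 22.2%. Their share was 14.2 ± 9.22% in ITGA4+BMPR1B+, 14.2 ± 8.68% in ITGA4+BMPR1B-, 12.3 ± 8.72% in ITGA4-BMPR1B+, 9.05 ± 6.03% in ITGA4-BMPR1B- and 3.45 ± 0.403% in CD146+ libraries (SD, n = 3). In pig 2 the messenger RNA share of the 4 chondrocyte populations was 4.13%, 4.44%, 2.54% and 2.12% in the same order. Mitochondrially encoded RNA held 24.0 ± 8.67% and 25.3 ± 8.70% of the ITGA4+BMPR1B+ and ITGA4+BMPR1B- libraries, 10.04 ± 7.11% and 11.7 ± 8.55% of the ITGA4-BMPR1B+ and ITGA4-BMPR1B- libraries, and 17.2 ± 2.52% of the CD146+ libraries (SD, n = 3).

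**Figure D1:**
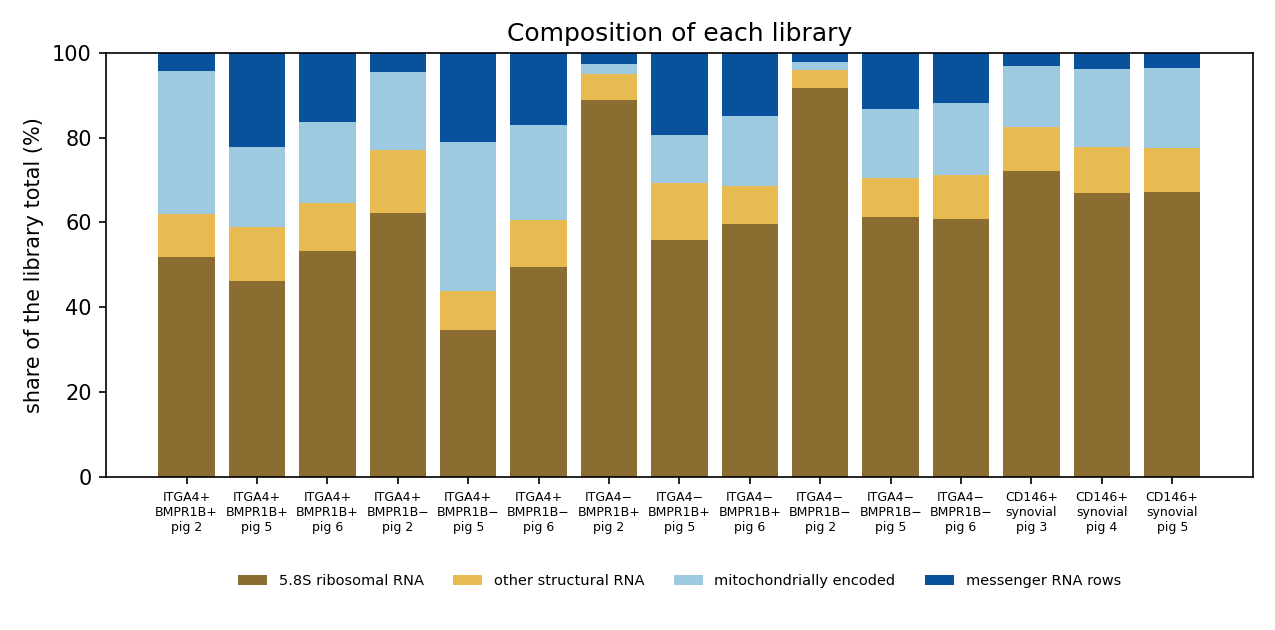
Share of the library total (%, y axis) held by 5.8S ribosomal RNA, other structural RNA, mitochondrially encoded RNA and messenger RNA in each of the 15 libraries (stacked bars, x axis by population and pig). The 5.8S part is the row with the highest mean signal. The messenger RNA share is between 2.12% and 22.2% and is lowest in the pig 2 and CD146+ libraries.

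Chondrocyte libraries resembled each other more than they resembled CD146+ libraries. Spearman correlations across genes, which are not independent replicates, were 0.555 to 0.686 between a chondrocyte and a CD146+ library (36 pairs, median 0.595), 0.781 to 0.930 between different chondrocyte populations (54 pairs, median 0.857) and 0.796 to 0.923 within a population (15 pairs, median 0.863). The first principal component (47.1% of the variance) separated the CD146+ libraries from all 12 chondrocyte libraries. The second (10.5%) placed the pig 2 chondrocyte libraries apart from those of pigs 5 and 6. The counts of reads were not used here, but steps between low values gave relative depths that spanned 12.5-fold for all RNA and 2.92-fold for messenger RNA.

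MCAM, which encodes CD146, had a signal of 12.6 ± 8.13 (SD, n = 3) in CD146+ libraries and means of 0.0696 to 0.498 in the 4 chondrocyte populations. Scaled to messenger RNA alone, the CD146+ mean was 432 ± 239 (SD, n = 3). The messenger RNAs of the other sort markers were low. Messenger-scaled means in ITGA4+BMPR1B+, ITGA4+BMPR1B-, ITGA4-BMPR1B+ and ITGA4-BMPR1B- cells were 1.02, 0.507, 0.662 and 0.315 for ITGA4 and 0.0746, 0.0652, 0.0221 and 0.0440 for BMPR1B, an order that does not follow the sort, so the chondrocyte sort labels could not be checked from their messenger RNA.

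The comparison of ITGA4+BMPR1B+ chondrocytes with CD146+ cells asks how far chondrocytes with both surface proteins differ from a synovial population. COL2A1, the type II collagen chain of cartilage, had a signal of 3135 ± 2399 (SD, n = 3) in ITGA4+BMPR1B+ and 0.478 ± 0.0942 (SD, n = 3) in CD146+ libraries, a log2 change of 10.37 (SE 1.20, limma adjusted p = 1.43e-08). COMP, a matrix protein that binds collagen, was higher by 8.32 (SE 1.23, limma adjusted p = 2.73e-06), and SOX9, the transcription factor required for chondrocyte differentiation, by 6.49 (SE 1.13, limma adjusted p = 5.12e-05). ACAN, the core protein of aggrecan, was higher by 7.17, FMOD by 7.77, FN1 by 7.58, CHAD by 7.43, CHI3L1 by 7.40, the BMP antagonist GREM1 by 7.04, MT1X by 7.03 and HAPLN1 by 6.97 (limma adjusted p from 9.49e-06 for FN1 to 0.000147 for GREM1). In the opposite direction, CLDN5, a tight junction protein of endothelium, had 0.262 ± 0.227 (SD, n = 3) against 75.8 ± 24.7 (SD, n = 3), a log2 change of -5.89 (SE 0.66, limma adjusted p = 1.43e-08).

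Other genes that fell had log2 changes of -5.56 for CXCR4, -5.17 for FABP5, -5.13 for S1PR1, -4.99 for MYCT1, -4.89 for ADM5, -4.70 for FAM167B, -4.66 for CD93 and -3.55 for the endothelial transcription factor SOX17. PECAM1, which encodes CD31, had 0.168 ± 0.0439 (SD, n = 3) against 13.7 ± 4.43 (SD, n = 3) (log2 change -3.61, limma adjusted p = 5.91e-07). MCAM fell by 3.30 (limma adjusted p = 5.26e-06). Among the cell fate and cell cycle genes named beforehand, RUNX2 was higher in ITGA4+BMPR1B+ cells by 2.84 (limma adjusted p = 0.0123), TOP2A by 1.89 (0.00703) and UBE2C by 2.01 (0.0113). The RUNX2 call was lost without the pig 5 ITGA4+BMPR1B+ library (2.57) or the pig 3 (2.69) or pig 4 (2.78) CD146+ library, the TOP2A call without the pig 5 ITGA4+BMPR1B+ library (1.40), and the UBE2C call without the pig 5 (1.66) or pig 6 (1.51) ITGA4+BMPR1B+ or the pig 3 CD146+ library (1.97). PRG4, the lubricin of the joint surface, differed by 3.19 (adjusted p = 0.102) and GLI1, a target of hedgehog signalling, by 0.83 (0.510), neither past the limma threshold. STAT3 differed by 0.31 (limma adjusted p = 0.689), and its direction reversed on the messenger RNA scale (-0.94).

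Of the cartilage matrix and chondrocyte list, 18 of 23 measured genes rose in ITGA4+BMPR1B+ cells over all genes tested, and 21 adjusted over the list alone (limma). The study named some of these genes from the same samples, so the list is not independent evidence of its direction. Of the hypertrophic and deep zone list 4 of 8 rose (8 adjusted over the list alone), including SPP1 (6.30) and COL10A1 (2.03). The endothelial list fell in all 7 of its 7 measured genes, and its camera result, adjusted p = 9.50e-45 at the preset correlation, was the 1 of 11 calls that held as deposited (adjusted p = 0.000463 with an estimated correlation). Among messenger RNA alone 10 of 10 endothelial genes fell (adjusted p = 0.118 with an estimated correlation), and the cartilage (0.0143), hypertrophic (0.0447) and BMP and TGF-beta (0.0446) lists held. As deposited, by contrast, camera with an estimated correlation gave adjusted p = 0.211 for the cartilage list and 0.379 for the hypertrophic list. The pericyte and smooth muscle list did not move together. CSPG4, which encodes the pericyte surface proteoglycan NG2, rose by 5.60 (a signal of 64.4 ± 44.4 against 0.1001 ± 0.103 in CD146+ libraries, SD, n = 3), and MCAM fell, as the 1 and 1 of 6 genes past the limma threshold. Scaled to messenger RNA, RGS5 was at 28.5 ± 27.8 (SD, n = 3), ACTA2 at 18.7 ± 10.4 and MYH11 at a mean of 1.32 in CD146+ libraries, against 2673 ± 802 for CLDN5 and 482 ± 136 for PECAM1.

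Other lists held few called genes, and camera calls at the preset correlation for the osteoblast, fibroblast, G2/M, inflammatory, interferon, ribosomal protein, nucleolar and histone lists had adjusted p = 0.577, 0.577, 0.739, 0.150, 0.489, 0.892, 0.452 and 0.795 with an estimated correlation. In the superficial zone list 1 of 8 genes rose (5 higher and 1 lower adjusted over the list alone). Of the osteoblast list SPARC (5.40) and RUNX2 rose among 4 genes, and of the skeletal progenitor list GREM1 and GDF5 (3.20) rose and NES (-2.59) fell among 13. COL6A3 (5.54) and COL3A1 (4.84) rose among 7 fibroblast and synovial genes. Cell cycle genes rose in 1 of 6 of the G1/S list and 4 of 8 of the G2/M list, and replication-dependent histone genes in 3 of 16. The immediate early genes EGR1 (4.48) and KLF4 (3.76) rose among 21, TGFB2 (1.98) and TGFBI (2.70) among 17 BMP and TGF-beta genes, 1 of 4 WNT antagonist and target genes and 1 of 6 integrin genes. In the inflammatory and catabolic list the chemokine CXCL8 (-3.00) and the aggrecanase ADAMTS4 (-2.24) fell among 13. Small nucleolar RNAs had 1 rise and 1 fall among 147. Limma called 0 of 18 glycolysis and hypoxia, 0 of 60 ribosomal protein, 0 of 13 mitochondrially encoded and 0 of 3 interferon response genes, out of 1424 genes with an unadjusted p under 0.05 in the comparison. Messenger-scaled medians of the lymphocyte, erythroid, adipocyte and skeletal muscle lists, with 0 or 1 gene tested as deposited, were 0.0505, 0.389, 0.294 and 0.581 in CD146+ and 0.0579, 0.636, 0.157 and 0.223 in ITGA4+BMPR1B+ cells. The macrophage and neutrophil medians were 0.8003 and 0.853 in CD146+ and 0.0445 and 0.701 in ITGA4+BMPR1B+ cells.

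In limma, 321 of 7049 genes passed an adjusted p of 0.05 between ITGA4+BMPR1B+ and CD146+ cells, 219 higher in the chondrocytes (68.2%). The median of all genes tested was shifted by 0.74 toward the chondrocytes as deposited and by 0.00 on the messenger RNA scale, on which 3516 of 9910 genes passed, 1834 of them higher (52.2%). With the pig as a term over all 15 libraries, so that pig 5 alone links the 2 cell types, 5422 genes passed as deposited (5226 higher) and 3194 on the messenger RNA scale (1776 higher). The count as deposited was 1451 without the pig 2 ITGA4+BMPR1B+ library, 150 and 179 without those of pigs 5 and 6, and 170, 167 and 188 without the CD146+ libraries of pigs 3, 4 and 5.

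The other chondrocyte populations differed from CD146+ cells in the same 2 groups of genes. COL2A1 was higher by 9.03 in ITGA4+BMPR1B-, 10.54 in ITGA4-BMPR1B+ and 9.11 in ITGA4-BMPR1B- cells (SE 1.20, limma adjusted p = 5.35e-07, 1.05e-08 and 3.05e-07). CLDN5 had log2 changes of -5.22, -5.81 and -5.61, PECAM1 of -3.32, -3.75 and -3.51, and MCAM of -3.05, -3.52 and -3.28 in the same order, each past the limma threshold. PRG4 was higher than in CD146+ cells by 5.86 in ITGA4+BMPR1B- (315 ± 179.5 (SD, n = 3), limma adjusted p = 0.000448) and by 4.55 in ITGA4-BMPR1B- cells (122 ± 60.9 (SD, n = 3), limma adjusted p = 0.0125), and differed by 0.71 in ITGA4-BMPR1B+ cells (limma adjusted p = 0.765). The ITGA4-BMPR1B- call was lost without the pig 5 (4.34) or pig 6 (4.24) ITGA4-BMPR1B- or the pig 3 (3.99) or pig 4 (4.39) CD146+ library, and with the pig as a term over all 15 libraries (2.92 as deposited). With that term the ITGA4+BMPR1B- call held as deposited (4.23) and was lost on the messenger RNA scale (2.18). The endothelial list fell in 7 of 7 genes in each comparison (adjusted p = 0.000321, 0.000590 and 0.000461 with an estimated correlation). The cartilage list rose in 17, 17 and 11 of 23 genes, and in 18, 21 and 19 adjusted over the list alone. The superficial zone list rose in 5, 0 and 2 of 8 genes and the fibroblast and synovial list in 5, 2 and 1 of 7.

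Limma called 267 genes for ITGA4+BMPR1B- (184 higher, 68.9%), 225 for ITGA4-BMPR1B+ (113 higher, 50.2%) and 173 for ITGA4-BMPR1B- cells (66 higher, 38.2%). The median of all genes was shifted by 0.75, 0.47 and 0.40 as deposited. With messenger RNA scaling the counts were 3143 (53.0% higher), 3600 (52.2%) and 3255 (54.2%). Leaving out the pig 2 chondrocyte library raised the deposited counts to 1572, 495 and 295. They were 129 and 142, 122 and 128, and 98 and 105 without the pig 5 and pig 6 chondrocyte libraries. Leaving out the pig 3, 4 or 5 CD146+ library gave 133, 122 and 169 for ITGA4+BMPR1B-, and 146 and 145 without those of pigs 3 and 4 for ITGA4-BMPR1B+. All 4 comparisons used the same 3 CD146+ libraries, so that their results are not independent of each other.

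**Figure D2:**
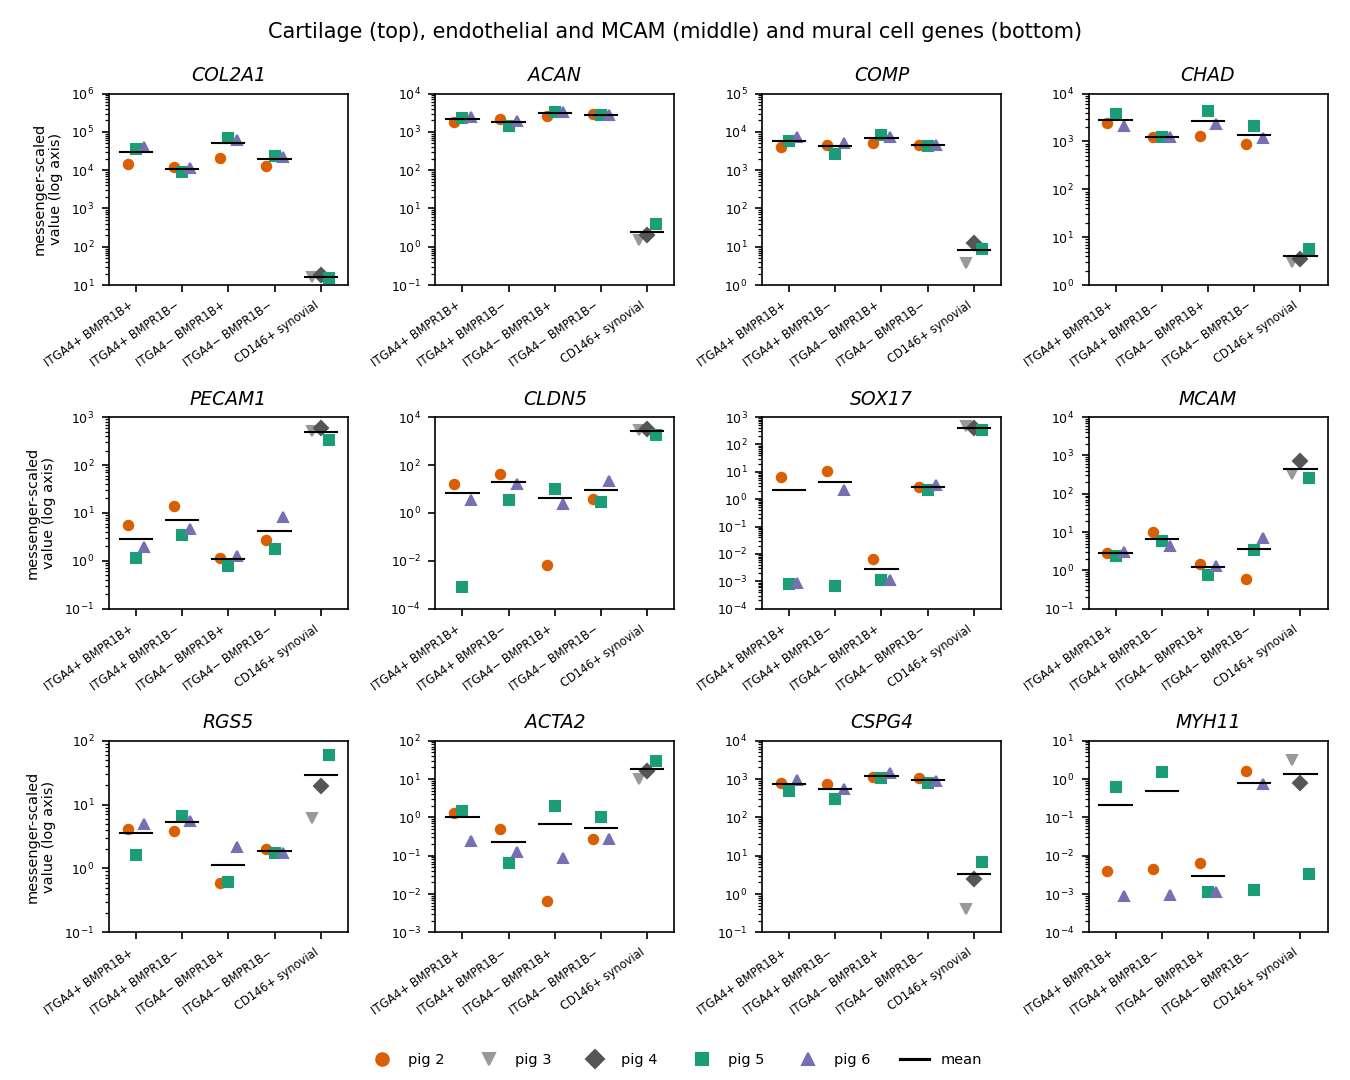
Messenger-scaled value of 12 genes (y axis, log scale, no unit) in the 15 libraries (points by pig, x axis by population, black line the mean of 3). The cartilage genes COL2A1, ACAN, COMP and CHAD are high in the 4 chondrocyte populations, PECAM1, CLDN5, SOX17 and MCAM are high in CD146+ libraries, where RGS5 and ACTA2 average 28.5 and 18.7, and CSPG4 is high in the chondrocytes.

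The comparisons among chondrocyte populations ask which transcripts go with ITGA4 and with BMPR1B. The share of structural RNA in the common total differed between these libraries. Results on the messenger RNA scale with the pig as a block, both chosen after seeing the data, are therefore given beside those of the deposited values. On that scale PRG4 was lower in BMPR1B+ than in BMPR1B- cells, with 3929.6 ± 1112 in ITGA4+BMPR1B-, 2734 ± 1373 in ITGA4-BMPR1B-, 733 ± 514 in ITGA4+BMPR1B+ and 421 ± 641 in ITGA4-BMPR1B+ cells (SD, n = 3), a log2 change with BMPR1B of -3.50 (SE 0.59, limma adjusted p = 0.0261). ABI3BP, a matrix-binding protein, fell in both of its gene entries (-2.28 with adjusted p = 0.0239 and -1.84 with 0.0236, limma). CTSK, the collagen-degrading protease cathepsin K, fell by 1.06 (SE 0.0936, limma adjusted p = 0.0145) and PEA15 by 0.97. Higher with BMPR1B were the WNT antagonist FRZB (1.96, SE 0.25, limma adjusted p = 0.0195), LECT1, which encodes the cartilage protein chondromodulin (1.85), SERPINA1 (1.81), SFRP5 (1.66), MOXD1 (1.60), UNC5C (1.29), EIF3L (1.29), RGCC (1.25), APOD (1.25), COL2A1 (1.28, limma adjusted p = 0.0427) and the mitotic gene UBE2C (1.58, limma adjusted p = 0.0413). Each of these genes had the same direction in 3 of 3 pigs. For genes picked for no overlap between groups the selection fixes this, so it is not separate support.

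On the same scale and with the block, the superficial zone list fell with BMPR1B in 4 of 8 genes over all genes tested and in 7 adjusted over the list alone (camera adjusted p = 1.11e-06, adjusted p = 0.181 with an estimated correlation). The list holds PRG4, which the study named, and is not independent evidence. Its called members were PRG4, ABI3BP, the adhesion protein VCAM1 (-2.27) and the chaperone CLU (-1.14). The cartilage list rose in 7 of 23 genes (15 higher and 1 lower adjusted over the list alone, adjusted p = 0.224 with an estimated correlation), among them MATN3 (1.36), COL11A1 (1.14) and LECT1. Of the G2/M list 6 of 16 rose (11 higher and 1 lower adjusted over the list alone, adjusted p = 0.187 with an estimated correlation), with TPX2 at 1.06, while TOP2A differed by 1.79 (limma adjusted p = 0.0662). In the inflammatory and catabolic list 3 of 19 genes fell (5 adjusted over the list alone, adjusted p = 0.133 with an estimated correlation). Those 3 were the enzymes ADAMTS1 (-1.77), SOD2 (-1.08) and PTGS2 (-0.93).

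Signalling genes moved in both directions on the BMPR1B axis (messenger RNA scale with the block). Of the WNT antagonist and target list 2 genes rose (FRZB and SFRP5) and 2 fell (WIF1, -2.11, and SFRP1, -0.93) among 6. Of the BMP and TGF-beta list 4 rose, with TGFB2 at 0.80 and the BMP target ID4 at 0.76, and 2 fell, with LTBP1 at -1.34, among 20. Of the skeletal progenitor list GREM1 (1.09) rose while CTSK and ENG (-1.27) fell among 14, and of the osteoblast list SPARC (1.22) rose and DLX3 (-0.84) fell among 5. PTH1R (1.33), the receptor that restrains hypertrophy, rose in the hypertrophic list (1 of 11), CALD1 (0.69) in the pericyte list (1 of 10) and HIST2H3D (3.12) in the histone list (1 of 17), and PDGFRA (-1.06) fell in the fibroblast list (1 of 9). Limma called 0 of 11 interferon response genes, with 6 lower adjusted over the list alone (adjusted p = 0.181 with an estimated correlation), 0 of 11 G1/S genes with 5 higher adjusted over the list alone, and 0 of 10 endothelial genes, against 1835 genes with an unadjusted p under 0.05. The endothelial list was lower in 8 of 10 genes (median -0.74, camera adjusted p = 0.0305, adjusted p = 0.508 with an estimated correlation) and the neutrophil list in 4 of 4 (median -0.88, camera adjusted p = 0.0490, adjusted p = 0.224 with an estimated correlation). SOX9 differed by 0.05, GLI1 by -0.44, RUNX2 by 0.72, STAT3 by -0.43, ACAN by 0.21 and COMP by 0.52, with limma adjusted p of 0.849, 0.0725, 0.220, 0.0672, 0.467 and 0.216.

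The count for BMPR1B depended on the scale. As deposited limma called 0 genes with or without the block (172 with an unadjusted p under 0.05 without it, 1202 with it). Leaving out the pig 2 ITGA4+BMPR1B- library gave 22 as deposited. With messenger RNA scaling it called 21 genes without the block and 260 with it, 118 higher and 142 lower in the BMPR1B+ populations, and 1835 had an unadjusted p under 0.05. Those 21 were among the 260. With the block, the count was 0 without the pig 5 or the pig 6 ITGA4-BMPR1B- library, so that no gene named above stayed past the threshold in either case. It was 1 without the pig 5 library of ITGA4+BMPR1B- or of ITGA4-BMPR1B+, 18 without the pig 6 ITGA4-BMPR1B+, 59 without the pig 6 ITGA4+BMPR1B-, 13 without the pig 2 ITGA4-BMPR1B-, and 106 and 81 without the pig 2 and pig 5 ITGA4+BMPR1B+ libraries. Without the whole of pig 2 it was 22, and 0 without pig 5 or pig 6.

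**Figure D3:**
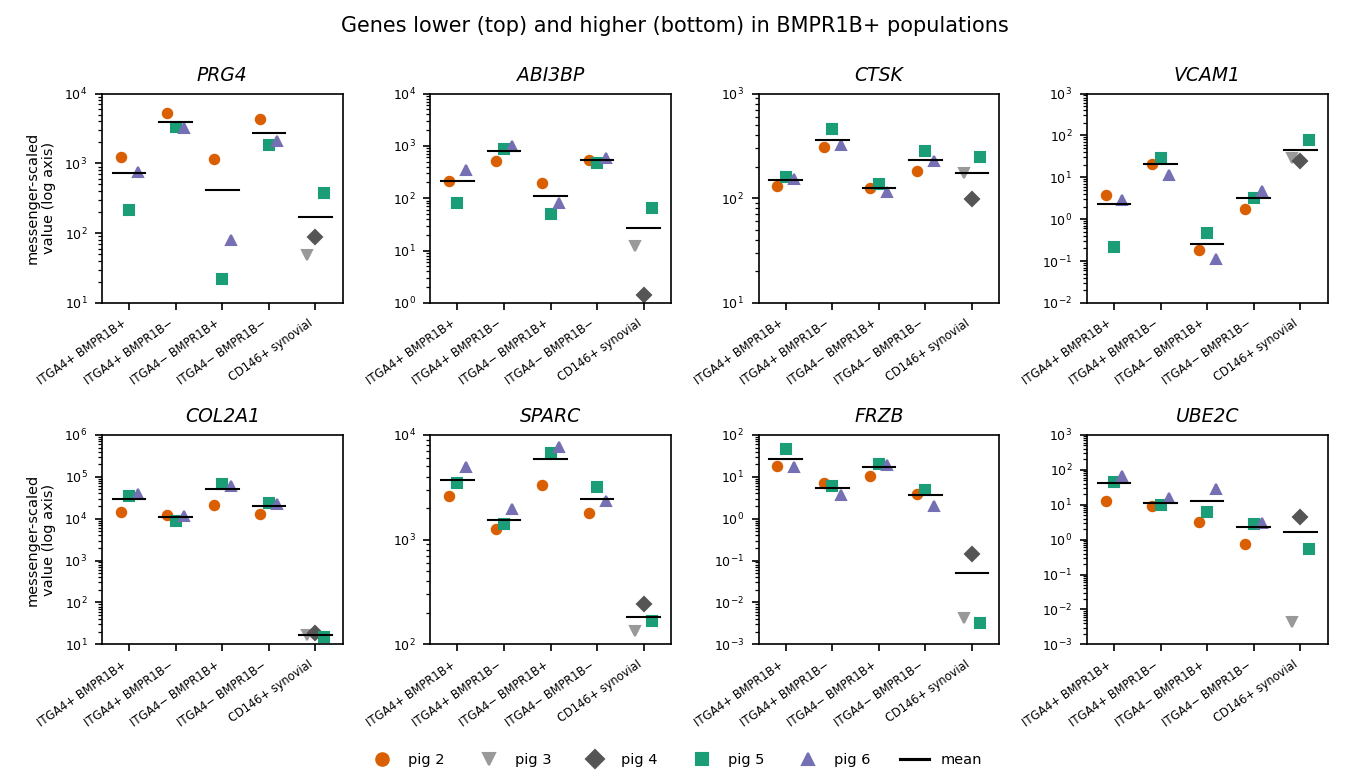
Messenger-scaled value of 8 genes (y axis, log scale, no unit) in the 15 libraries (points by pig, x axis by population, black line the mean of 3). Averaged over the populations with and without ITGA4, PRG4, ABI3BP, CTSK and VCAM1 are lower and COL2A1, SPARC, FRZB and UBE2C higher in the BMPR1B+ chondrocytes.

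The populations that carry only 1 of the 2 surface proteins were also compared with the pig as a block on the messenger RNA scale, in libraries that are part of the BMPR1B comparison. PRG4 was higher in ITGA4+BMPR1B- than in ITGA4-BMPR1B+ cells by 4.89 (SE 0.83, limma adjusted p = 0.0384) and the selenium transport protein SEPP1 by 4.95 (0.0445). Also higher were TIFA (4.46), CH242-176I15.2 (4.36), MARCKS (4.29), VCAM1 (4.01), WNT1 (3.89), KCNE4 (3.82), ANPEP (3.71), ADAMTS1 (3.53), BMP4 (1.77) and CTSK (limma adjusted p = 0.00952). COL2A1 was lower by 2.03 (SE 0.36, limma adjusted p = 0.0401), and SPARC (-1.86), MALL (-1.61), SUSD5 (-1.57), MATN3 (-1.52), TSC22D1 (-1.48), SLC8A3 (-1.40), OMD (-1.32), COL11A1 (-1.31) and PENK (-3.38) were lower. Each of these genes had the same direction in 3 of 3 pigs, which the selection again fixes for genes picked for no overlap. Limma called 170 genes, 106 of them higher in ITGA4+BMPR1B-, and 8 without the block. As deposited it called 2 (210 with an unadjusted p under 0.05), 99 with the block, and without the block 75 on leaving out the pig 2 ITGA4+BMPR1B- and 0 on leaving out the pig 5 ITGA4-BMPR1B+ library. The count of 170 was 0 without the pig 5 ITGA4-BMPR1B+ library, 9 and 110 without those of pigs 6 and 2, 3 and 43 without the pig 5 and pig 6 ITGA4+BMPR1B- libraries, and 32, 0 and 1 without the whole of pig 2, 5 or 6.

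In lists, with the block on the same scale, ITGA4+BMPR1B- cells had 3 of 8 superficial zone genes higher (7 adjusted over the list alone, adjusted p = 0.157 with an estimated correlation) and 4 of 23 cartilage genes lower (15 adjusted over the list alone, adjusted p = 0.229 with an estimated correlation). Of the inflammatory list ADAMTS1, PTGS2 (1.73) and SOD2 (1.44) were higher among 19 (adjusted p = 0.0910 with an estimated correlation). Limma called 0 of 11 interferon response genes, with 6 higher adjusted over the list alone, against 1687 genes with an unadjusted p under 0.05. ITGA4+BMPR1B- libraries also held macrophage transcripts. CD68, a lysosomal protein of macrophages, was at 105, 32.4 and 4.04 in pigs 2, 5 and 6, CTSS at 54.3, 7.97 and 2.80, and the complement chain C1QC at 98.9, 11.97 and 0.909. The median of the macrophage list was 10.8 in ITGA4+BMPR1B-, 0.00294 in ITGA4-BMPR1B+ and 0.434 in ITGA4-BMPR1B- cells, and limma called 0 of its 5 genes tested (2 adjusted over the list alone). Without the pig 2 ITGA4+BMPR1B- library, the highest in these genes, the count of 170 rose to 234. In the same library order VCAM1 was at 20.7, 29.6 and 11.1.

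Between ITGA4+BMPR1B+ and ITGA4-BMPR1B- cells, with both surface proteins or neither, cell cycle genes were among those with small p values in limma. On the messenger RNA scale with the block, none of those named here passed the threshold over all genes. With the block on the messenger RNA scale, UBE2C was at 41.0 ± 26.6 against 2.23 ± 1.27 (SD, n = 3) (log2 difference 3.52, SE 0.44, limma adjusted p = 0.0642), and the spindle protein TPX2 differed by 2.03 (0.0611), TOP2A by 3.35 (0.123), MKI67 by 2.43 and HIST2H3D by 6.40. LOX (1.46) and ZNF367 (2.77) were other genes with small p, and FTSJ3 (-1.10), FOSL2 (-0.92), MDM2 (-0.92) and FZD7 (-0.80) in the opposite direction. Limma called 0 of 16 G2/M genes over all genes and 12 adjusted over the list alone (camera adjusted p = 6.08e-16, adjusted p = 0.204 with an estimated correlation), and 6 of 11 G1/S genes adjusted over the list alone. Of the hypertrophic list 7 of 11 were higher adjusted over the list alone, with IBSP at 2.72, IHH at 2.12 and PTH1R at 1.59 (adjusted p = 0.204 with an estimated correlation). RUNX2 differed by 1.38, SOX9 by -0.42, GLI1 by -0.71, STAT3 by -0.51, PRG4 by -2.12, COL2A1 by 0.53, ACAN by -0.36 and COMP by 0.30, with limma adjusted p from 0.142 (GLI1) to 0.693 (COMP).

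As deposited limma called 12 genes for this pair, 9 of them higher in ITGA4+BMPR1B+ (144 with an unadjusted p under 0.05), led by a copy of the signal recognition particle RNA (4.40, adjusted p = 6.60e-05), HIST2H3D (3.24, 0.0283) and SNORD29 (-5.31, 0.0223). With the block the deposited count was 2002, the median of all genes being shifted by 0.35, and on the messenger RNA scale with the block it was 1 (1359 with an unadjusted p under 0.05). The deposited count was 0 without the pig 5 ITGA4+BMPR1B+ library and 42 without that of pig 2.

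The other 4 pairs of chondrocyte populations had few called genes. ITGA4+BMPR1B+ and ITGA4-BMPR1B+ cells differed in PRG4 by 2.17 (limma adjusted p = 0.635, messenger RNA scale with the block), and 10 of 16 G2/M genes were higher adjusted over the list alone (adjusted p = 0.323 with an estimated correlation). Limma called 7 genes as deposited (139 with an unadjusted p under 0.05), 0 with the block (2012) and 0 on the messenger RNA scale with the block (728). Between ITGA4+BMPR1B+ and ITGA4+BMPR1B- cells RGS2, a regulator of G protein signalling, differed by -2.18 (limma adjusted p = 0.0525) and CTSK by -1.26 (0.0525). In this pair 6 of 8 superficial genes were lower and 11 of 16 G2/M and 8 cartilage genes higher adjusted over the list alone, and limma called 3 genes as deposited (201), 0 with the block (944) and 0 on the messenger RNA scale with the block (1571). ITGA4+BMPR1B- and ITGA4-BMPR1B- cells differed in RGS2 by 1.61 (limma adjusted p = 0.320), with 4 genes as deposited (124), 1503 with the block and 1 on the messenger RNA scale with the block (785). Between ITGA4-BMPR1B+ and ITGA4-BMPR1B- cells PRG4 differed by -4.29 (limma adjusted p = 0.174), 6 of 8 superficial genes were lower and 8 cartilage genes higher adjusted over the list alone, and limma called 0 genes as deposited (62), 0 with the block (593) and 1 on the messenger RNA scale with the block (832). Leaving out a pig 2 library raised the 4 deposited counts, to 31 (ITGA4+BMPR1B+ library), 51 and 20 (ITGA4+BMPR1B-) and 3 (ITGA4-BMPR1B-), and the lowest were 4 and 0 for the first and the ITGA4+BMPR1B- vs ITGA4-BMPR1B- pair, without the pig 5 ITGA4-BMPR1B+ and ITGA4-BMPR1B- libraries.

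The ITGA4 comparison sets the 2 ITGA4+ populations against the 2 others, and its count depended on the scale. With messenger RNA scaling and the block UBE2C differed by 1.94 between ITGA4+ and ITGA4- populations (SE 0.31, limma adjusted p = 0.148), BMP4 by 1.01, RGS2 by 1.12 and MATN1 by -1.27 (each 0.148), PRG4 by 1.39 (0.409), TOP2A by 1.56 (0.255), SOX9 by -0.47 (0.207), RUNX2 by 0.66 (0.404) and COL2A1 by -0.75 (0.340). Of the G2/M list 9 of 16 were higher adjusted over the list alone (adjusted p = 0.227 with an estimated correlation). The cartilage list was lower in 20 of 23 genes (median -0.36, 4 lower adjusted over the list alone, camera adjusted p = 2.48e-05, adjusted p = 0.331 with an estimated correlation), the endothelial list higher in 9 of 10 (median 0.60, camera adjusted p = 0.00962, adjusted p = 0.523 with an estimated correlation), and 6 of 11 hypertrophic genes higher and 1 lower adjusted over the list alone (adjusted p = 0.316 with an estimated correlation). Limma called 10 genes as deposited, 8 higher (205 with an unadjusted p under 0.05), 3507 with the block (3492 higher) and 1 on the messenger RNA scale with the block (1178). The deposited count was 1 without the pig 5 ITGA4+BMPR1B+ and 43 without the pig 2 ITGA4+BMPR1B- library. The median of all genes was shifted by 0.32 as deposited, and that of the 13 mitochondrially encoded genes by 1.52, 12 of them higher adjusted over the list alone (adjusted p = 0.233 with an estimated correlation). The median of the small nucleolar RNAs was -0.18 and the 5.8S ribosomal RNA (5_8S_rRNA) differed by -0.48 (adjusted p = 0.261). No list held with an estimated correlation in a comparison of chondrocyte populations.

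For the interaction, which asks whether BMPR1B goes with other genes in ITGA4+ than in ITGA4- cells, limma called 4 genes as deposited (93 with an unadjusted p under 0.05), 0 with the block (236) and 1 on the messenger RNA scale with the block (358). They were small RNAs and entries without a symbol. PRG4 had an interaction of 1.58 (SE 1.17) on the messenger RNA scale with the block, COL2A1 of 0.12 and UBE2C of -0.14, none of them past the threshold. The deposited count was 0 without the pig 5 ITGA4+BMPR1B- and 28 without the pig 2 ITGA4+BMPR1B+ library. Genes higher in ITGA4+BMPR1B+ than in each of the 3 other populations numbered 2 at an adjusted p under 0.05 in limma and 30 at an unadjusted p under 0.05, against 0 and 37 for ITGA4+BMPR1B-, 0 and 2 for ITGA4-BMPR1B+, and 0 and 5 for ITGA4-BMPR1B- cells. Independent lists of the same sizes would share 3.8e-06 and 0.0180 genes by chance for ITGA4+BMPR1B+. The 3 lists share its libraries, however, and simulated values without any difference gave 14.6 genes on average and 23 at most at the unadjusted threshold and 0 at the adjusted. The simulated noise was independent between genes and carried no pig, unlike the data. It therefore cannot tell whether 30 and 2 exceed chance. The 2 genes were an entry without a symbol (ENSSSCG00000020213, 15.6 ± 25.2 in ITGA4+BMPR1B+ (SD, n = 3), 44.6 of it in 1 library) and a copy of the signal recognition particle RNA (ENSSSCG00000024387, 293 ± 498, with 868 in 1 library). The adjusted count of 2 was 0 without the pig 5 and 11 without the pig 2 ITGA4+BMPR1B+ library. With the block on the messenger RNA scale the numbers at the unadjusted threshold were 69, 150, 29 and 24, and at the adjusted 0, 0, 0 and 1. As deposited with the block, the numbers for ITGA4+BMPR1B+ were 186 at the unadjusted and 0 at the adjusted threshold.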

Values the study reported

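The study reported 38 genes uniquely enriched in ITGA4+BMPR1B+ chondrocytes against the other 3 chondrocyte populations.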

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

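The tests of the 3 patterns weighed here were chosen after seeing the results, and the interaction values were picked by the size of their adjusted p. The interaction of ITGA4 and BMPR1B as deposited was 2.36 for U6 (ENSSSCG00000018423, limma adjusted p = 0.0231), 2.11 for ssc-mir-24-2 (0.0359), 2.59 for ENSSSCG00000020213 (0.0195) and 3.67 for ENSSSCG00000024625 (0.00708). On the messenger RNA scale with the block it was 4.79 for ENSSSCG00000020405 (limma adjusted p = 0.00679). U6 was at 2.48 ± 2.16 in ITGA4+BMPR1B+ and 0.973 ± 0.845 in ITGA4-BMPR1B- (SD, n = 3) and at the lowest value of the table in the other populations. ENSSSCG00000020405 was at 27.1 ± 5.71 in ITGA4-BMPR1B- cells (SD, n = 3, messenger RNA scale) and at the lowest value of the table in the other 9 chondrocyte libraries.

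As deposited and with the pig as a block, 3492 of 3507 genes past the threshold were higher in the ITGA4+ populations. A candidate explanation is the common total of each library while ribosomal RNA takes a share that differs between populations. Of the 3436 messenger RNA genes among them, 0 stayed past the limma threshold on the messenger RNA scale with the block, where 64.0% were still higher. That scale takes out a shift of all genes whatever its cause, so this count leaves the explanation open. Alternatively, ITGA4+ cells may hold more messenger RNA per ribosomal RNA. The messenger RNA share was higher in ITGA4+ libraries in 3 of 3 pigs, and the exact sign-flip p of 0.25, the smallest that 3 pigs allow, cannot tell.

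Endothelial genes led the CD146+ libraries. Endothelial cells could make up much of the CD146+ sort, or pericytes with a small endothelial share could. The median of the 13 endothelial genes was 21.8, 9.56 and 5.35 times that of the 15 pericyte genes without MCAM, with CLDN5 at 2673 ± 802 and PECAM1 at 482 ± 136 (SD, n = 3, messenger RNA scale). The sort on cells negative for CD31, the product of PECAM1, should remove such cells, and whether it did was not tested. The highest pericyte median in a CD146+ library was 12.7. The endothelial level restates the pattern, because its list holds the genes the pattern was seen in, so an endothelial majority is left open. The pericyte list does not hold them, and its medians were 3.48, 9.62 and 12.7 in pigs 3, 4 and 5. These levels do not decide on pericytes with only a small endothelial share, because levels of unlike genes need not compare.

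PRG4, ABI3BP and CTSK were lower and COL2A1, FRZB and SPARC higher with BMPR1B. A more superficial origin of BMPR1B- cells may be the reason and is left open. The paper reports BMPR1B staining in superficial and transitional human cartilage and places ITGA4-BMPR1B- cells in the deep zone. For those cells this is the opposite order. The paper also reports PRG4 as enriched in both ITGA4+ populations, with qPCR, and ITGA4 staining in a few superficial cells of human cartilage. Messenger-scaled PRG4 means here were 3930 in ITGA4+BMPR1B- and 733 in ITGA4+BMPR1B+ cells. They were 2734 in ITGA4-BMPR1B- and 421 in ITGA4-BMPR1B+ cells. The PRG4 difference with ITGA4 did not pass the threshold on that scale with the block. The median of the superficial list without PRG4, relative to all genes, was -0.85, -1.43 and -1.30 in the 3 pigs, -0.85 the highest, against 0.09, 0.79 and 0.58 for the cartilage list, which restates the pattern, because the lists still hold called genes such as ABI3BP, VCAM1 and COL2A1. The values argue against cells of the CD146+ kind in the BMPR1B- sorts as the source of most of the difference, if endothelial genes measure their share. The endothelial genes put their share at 0.452% to 5.82% of a BMPR1B- library, and 249 of the 260 called genes need a larger share or are reached by no mix of the 2 kinds, 118 of 118 higher genes among them (24.9% or more, and 61.6% for COL2A1). Of the 142 genes lower with BMPR1B, 86 were higher in BMPR1B- than in CD146+ libraries. The median difference over the 142, 0.60, lay inside its spread (SD 2.40) and decides nothing. The lowest PRG4 level in a BMPR1B- library was 4.80 times the highest in a CD146+ library. For the other 11 of the 142 lower genes, and for pericytes without endothelial cells, this source is left open. Macrophages could add to the difference and are left open by a median of -0.72 (SD 0.786) over 5 macrophage genes, CD14 (-0.17) and LYZ (0.22) among them. CD68 was at 47.2 and CTSS at 21.7 in ITGA4+BMPR1B- and 4.30 and 2.38 in ITGA4-BMPR1B- cells. In ITGA4+BMPR1B+ cells they were at 4.37 and 2.17. Of 17 macrophage genes, 9 averaged above 5 in ITGA4+BMPR1B- cells and 2 in each other chondrocyte population. The neutrophil median was 11.9 in ITGA4+BMPR1B- and 0.423 to 0.935 in the other chondrocytes. A gate against CD45 is given for the synovial sort and for other chondrocyte sorts of the study, and whether it was used for the pig cartilage is not stated.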

How the results depend on the processing

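The messenger RNA scale, its use with a block and the block over all 15 libraries were chosen after seeing the data, and all other alternatives before. Alternatives that need counts of reads, a count-based size factor and a count-based test, were not run because the values are not counts. The cause of a change of count was not tested.

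Against CD146+ cells the limma counts of 321, 267, 225 and 173 for ITGA4+BMPR1B+, ITGA4+BMPR1B-, ITGA4-BMPR1B+ and ITGA4-BMPR1B- were 2102, 1825, 2147 and 1958 after quantile normalization, 582, 498, 433 and 325 with 0.1 added before the logarithm, 399 and 350 for the ITGA4-BMPR1B+ and ITGA4-BMPR1B- populations without a filter, and 149 for ITGA4+BMPR1B- with a plain prior. With only the 2 groups in the fit they were 919, 749, 738 and 549, at an unadjusted p under 0.05 1424, 1327, 869 and 687, and on the messenger RNA scale 3516, 3143, 3600 and 3255. Leaving out 1 library gave 150 to 1451, 122 to 1572, 122 to 495 and 98 to 295. STAT3 reversed, from 0.31 to -0.56 (quantile) and -0.94 (messenger RNA scale) for ITGA4+BMPR1B+, and to -0.43 and -0.73 for ITGA4-BMPR1B+. With the pig as a term over all 15 libraries, a replicate block in which pig 5 alone links the chondrocytes to CD146+ cells, the counts were 5422, 5490, 4656 and 4299 as deposited and 3194, 2867, 3275 and 2907 on the messenger RNA scale, where STAT3 was -1.10 and -0.89.

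Among chondrocytes the deposited limma counts were 12 (ITGA4+BMPR1B+ vs ITGA4-BMPR1B-), 7 (vs ITGA4-BMPR1B+) and 3 (vs ITGA4+BMPR1B-), 4 (ITGA4+BMPR1B- vs ITGA4-BMPR1B-), 0 (ITGA4-BMPR1B+ vs ITGA4-BMPR1B-) and 2 (ITGA4+BMPR1B- vs ITGA4-BMPR1B+), 10 (ITGA4), 0 (BMPR1B), 4 (interaction) and 2 (higher than all 3 others). In that order they were 1, 0, 0, 1, 1, 0, 1, 1, 1 and 0 after quantile normalization, 0, 0, 1, 1, 0, 1, 1, 0, 0 and 0 without a filter, 0 in all 10 with a plain prior, and 6, 2, 0, 0, 0, 1, 2, 0, 0 and 0 with 0.1 added. At an unadjusted p under 0.05 they were 144, 139, 201, 124, 62, 210, 205, 172, 93 and 30. With totals without mitochondrial, nucleolar and ribosomal protein genes ITGA4+BMPR1B+ vs ITGA4+BMPR1B- gave 7 and the last 4. With only the 2 groups in the fit the first 6 were 5, 0, 0, 0, 0 and 0. With messenger RNA scaling they were 4, 0, 0, 1, 1, 8, 1, 21, 1 and 0.

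With the pig as a block the same 10 were 2002, 0, 0, 1503, 0, 99, 3507, 0, 0 and 0 as deposited and 1, 0, 0, 1, 1, 170, 1, 260, 1 and 0 on the messenger RNA scale. Lists called by camera went from 7 to 3 for ITGA4 and 12 to 8 for BMPR1B as deposited, and by fry from 0 to 17 and 0 to 5, and from 0 to 1 and 6 to 9 on the messenger RNA scale. Leaving out 1 library gave 0 to 42, 4 to 31, 3 to 51, 0 to 20, 0 to 3, 0 to 75, 1 to 43, 0 to 22, 0 to 28 and 0 to 11 as deposited. For BMPR1B and for ITGA4+BMPR1B- vs ITGA4-BMPR1B+ on the messenger RNA scale with the block it gave 0 to 384 and 0 to 234. Of the 9910 genes tested on that scale with the block, 1835 and 1687 had an unadjusted p under 0.05 in these comparisons. The count of 260 was 22, 0 and 0, and that of 170 was 32, 0 and 1, without the whole of pig 2, 5 or 6, and 170 was 96 with a plain prior. The highest counts mostly came without a pig 2 library and the lowest without one of pig 5 or 6.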

Other observations

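The count here was 2, at a limma adjusted p under 0.05 on the deposited values. That is lower than the value quoted from the study above. The normalization behind the study's value is not given, and its test for the pig libraries is not clear, so the counts are not directly comparable. In the self-test, limma as deposited recovered 0%, 26% and 82% of genes at log2 changes of 1, 2 and 4 between ITGA4+BMPR1B+ and ITGA4-BMPR1B- cells. On the messenger RNA scale with the block it recovered 38%, 82% and 88% at the same changes, and the count there was 0. The simulated noise was independent between genes, so these rates may not hold for the data. Whether the lower count speaks against the study's genes is therefore left open.

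The comparisons of split libraries were set before the results, apart from those on the messenger RNA scale and those within pigs. For BMPR1B on the messenger RNA scale with the block, 260 genes were called by limma and at most 8 in the other splits of names within pigs. Thus 1 of 100 splits, the real one, gave as many. That scale and block were chosen after seeing the data and the splits do not repeat that choice, so chance is not excluded. For ITGA4+BMPR1B- vs ITGA4-BMPR1B+ on that scale 170 genes compare with 0, in 1 of 4 splits, too few to tell. Against CD146+ cells the counts of 321, 267, 225 and 173 compare with 5, 0, 0 and 1 in the highest other split, in 1 of 10 splits each, too few to tell. The splits of 2 chondrocyte populations mix the pigs in 6 of 10 cases, and the 4 splits within pigs are too few to tell. As deposited these pairs gave 12 against 15 for ITGA4+BMPR1B+ vs ITGA4-BMPR1B-, with 3 of 10 splits as large. Against ITGA4-BMPR1B+ and ITGA4+BMPR1B- the ITGA4+BMPR1B+ counts of 7 and 3 compare with 46 and 95 (3 and 10 of 10 splits). The counts of 4, 0 and 2 for ITGA4+BMPR1B- vs ITGA4-BMPR1B-, ITGA4-BMPR1B+ vs ITGA4-BMPR1B- and ITGA4+BMPR1B- vs ITGA4-BMPR1B+ compare with 19, 3 and 29 (5, 10 and 4 of 10 splits). Within pigs the highest other splits gave 8, 7, 14, 1, 1 and 1 in the same order of pairs.

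With names drawn over the 12 chondrocyte libraries the deposited counts of 10 for ITGA4, 0 for BMPR1B, 4 for the interaction and 2 for genes higher than in all 3 others compare with 6180, 6070, 4273 and 13 in the highest other split, and 18, 100, 37 and 25 of 100 splits gave as many. These draws took no account of the pig, and the limma counts of 6180, 6070 and 4273 point to a structure of the libraries. A draw within pigs was not run, so whether the counts of 10, 4 and 2 exceed chance is left open, while a count of 0 cannot exceed it.

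CSPG4, known as a pericyte marker, had messenger-scaled means of 753 in ITGA4+BMPR1B+ and 1206 in ITGA4-BMPR1B+ chondrocytes against 3.26 ± 3.29 (SD, n = 3) in CD146+ cells. CXCL8 was at 508 ± 591 (SD, n = 3) in CD146+ cells, and the median of the interferon list was 6.89 there. Whether the interferon genes differ by cell type or by tissue was not tested.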
